A study of Mus musculus with 2 samples.

How the data were processed

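Per the labels' protocols, cells were trypsinised, loaded for a recovery of about 10000 cells and prepared with the 10x Genomics Single Cell 3′ kit in its version 3. The deposited matrices hold raw UMI counts per gene and barcode, written by Cell Ranger per the file headers. No normalisation by the authors is recorded for them. The genome build and annotation are not stated. The iMPC matrix lists 6794880 barcodes, of which 2707590 hold a UMI, so cells had not been called in it. The MEF matrix lists 6113 barcodes with at least 160 UMIs each, and how they were selected is not stated. The labels give the MEF sample the same treatment protocol text as the iMPC sample, while its own treatment label names fibroblast medium, and the latter was used.

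The 26100 genes listed in both matrices were used. The MEF matrix lists 24 more, with 0.209% of its UMIs, which were dropped. Of the shared gene identifiers, 26066 were found in GENCODE M21 (GRCm38), and positions are given from it. Analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and igraph 0.11.9.

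In the iMPC matrix a barcode was called a cell at 10% of the 99th percentile of the UMIs of its top 10000 barcodes, which was 8035 UMIs and gave 9540 cells. In both libraries cells with over 20% mitochondrial UMIs or under 500 genes were removed, leaving 9349 and 6013. Doublets were scored with Scrublet. Its own threshold removed 418 iMPC cells (4.47%). In MEF it marked 0 cells, so the planned fallback removed the 289 highest scores (4.81%), and MEF doublets are therefore less surely identified. Cells of the 2 libraries were selected differently before deposit, which limits comparisons of low-UMI cells.

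Library sums were compared as CPM. Intervals for sums are exact Poisson, for ratios and odds ratios exact conditional, and for shares exact binomial (Clopper-Pearson), all at 95% and for counting error only. A gene with 0 UMIs in a library was set to a floor of 3 counts and its ratio is a bound. Shares of cells with a UMI were compared after thinning each cell to 5000 UMIs without replacement. Named genes followed a rule fixed before the data were examined: 14 fixed genes, the 10 largest ratios in each direction between libraries and the 5 largest in each direction between Pax7-positive and Myog-positive cells, each with at least 50 CPM on the higher side. Other genes named in the text (members of the fixed lists, leading genes of a cluster and those in the closing section) were chosen after their values were seen. Myosin heavy chain and actin genes have similar copies, between which reads can be split, so levels of single members are uncertain. The interval of the Mki67 difference, used only to judge alternatives, combined the limits of the 2 shares.

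For clusters, counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes were taken with all marker genes left out, followed by 30 principal components, 15 exact nearest neighbours and Leiden clustering at a resolution of 0.6. The marker lists were fixed beforehand, but the rule for using them was not. It was set after a trial clustering had been looked at, together with the names each cluster would get. A marker counted for a class at 10 CPM or more and at least 1.5 times the level in the other cells. The class with the largest share of its markers was taken, at least 3 were needed, and a tie left the cluster unnamed. Folds of 2 had been looked at first and left the cycling clusters with under 3 satellite cell markers, and 1.5 was then chosen. Under the rule the trial clustering would have had 3 satellite cell-like clusters. The final clusters left 39.7% of cells unnamed under the rule, and the rule was kept as it was. The 3 other rules run as alternatives bring the naming rules tried to 4. Glial, endothelial, immune, epithelial, adipocyte, chondrocyte and neuron lists named no cluster in the main setting, and the smooth muscle list named none either.

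Pseudotime was computed on the neighbour graph of all iMPC cells, restricted to the 3 myogenic names and rooted in the satellite cell-like class as planned. A first run had embedded these cells again by themselves, which departed from the plan. It gave the same gene order and is kept as an alternative. The cell cycle genes left out in 1 alternative were listed from general knowledge.

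Free RNA was profiled in 2636580 iMPC barcodes of 1 to 100 UMIs. The plot of UMIs per barcode later showed 48846 barcodes between 200 and 600 UMIs, and a second profile was taken from these, with bounds chosen from that plot. Their median of 430 UMIs is 2.11% of the median of the kept cells. At that share, free RNA would give a UMI at 5000 UMIs per cell in 0.147% of cells for Pax7, 0.956% for Myod1, 5.87% for Myog and 8.62% for Myh3. At a share of 10% and the first profile, the values would be 1.13%, 4.99%, 19.5% and 33.3%.

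Alternatives covered the UMI threshold, mitochondrial and doublet filters, scaling, free RNA, thinning depth, the number of UMIs required, cluster settings and pseudotime method. Those added after the data had been seen were the 3 other naming rules, clusters from cells of at least 5000 UMIs, pseudotime with thinned UMIs, with cells embedded again or with tied clusters included, and the second free RNA profile.

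The steps were tested on simulated data. For the comparison of libraries, over 20110 genes with 200 changed, 100% of the changed genes were recovered within 0.25 on the log2 scale, 94.5% of intervals held the true value, and all 20 genes named were changed ones. For the comparison of cell sets, over 20108 genes with 200 changed, 93% were recovered within that distance. All 10 named genes were changed ones. For this score the simulated ratios were first centred on their median over genes, which the reported ratios were not. The simulated sets were uniform and each cell held either Pax7 or Myog, so mixed classes and free RNA were not covered. For the odds ratio, 95% of intervals held the true value. For pseudotime, over 3000 genes, the recovered rank had a Spearman correlation of 0.987 with the true one. Library counts were drawn from the Poisson model behind the intervals, so a share near 95% was set by construction. The simulations were written after these steps had first been run on the deposited counts.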

Results

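Single-cell transcriptomes were measured in 2 mouse cultures with the 10x Genomics droplet assay, in which each captured RNA molecule carries a unique molecular identifier (UMI). The MEF library came from mouse embryonic fibroblasts, a primary connective tissue culture kept in fibroblast medium. The iMPC library came from induced myogenic progenitor cells, which were made from such fibroblasts with the muscle regulator MyoD and a treatment that the labels abbreviate as F/R/C. Both carried a Pax7 reporter transgene. Each group held 1 library, so no comparison had a replicate check, no test was made, and all intervals are exact 95% intervals that cover counting error only. The iMPC matrix held 282903287 UMIs over 6794880 listed barcodes, and the MEF matrix held 118541302 UMIs over 6113 barcodes. After filtering, 8931 iMPC cells with 215315205 UMIs and a median of 20413 UMIs per cell were kept. The MEF library kept 5724 cells with 110859433 UMIs and a median of 18758.5.

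**Figure D1:**
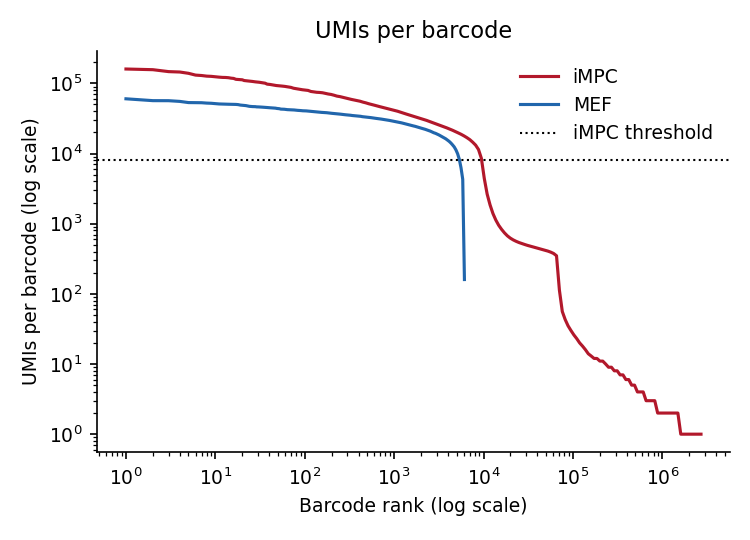
UMIs per barcode against barcode rank, both on log scales, for the iMPC (red) and MEF (blue) matrices. The dotted line marks the iMPC threshold of 8035 UMIs, and 48846 iMPC barcodes lie on a second level between 200 and 600 UMIs with a median of 430, while the MEF matrix ends at 6113 barcodes.

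The first comparison asked how far the converted culture differed from fibroblasts in genes of the muscle lineage. UMIs were summed over the kept cells of a library and divided by the library total (CPM). Positions are given on GRCm38 as GENCODE M21 annotates it, which may not be the build behind the matrices. All 14 genes of a fixed myogenic list were higher in iMPC, with a median log2 ratio of 11.54. The median lies between the ratios of Pax7 (11.29) and Ckm (11.79). That of Ckm is a bound set by the floor of 3 counts, so the median rests partly on that floor. In the MEF library 2 of the 14 genes had 0 UMIs and 6 had at most 3, so much of the list was barely measured there. With only the 5 genes that had at least 10 UMIs in both libraries, the median log2 ratio was 7.71. Pax7 (ENSMUSG00000028736, chromosome 4, 139737062 to 139833528) stood at 45.3 CPM in iMPC (44.4 to 46.2) from 9759 UMIs and at 0.0180 CPM in MEF (0.00218 to 0.0652) from 2 UMIs. Its log2 ratio was 11.29, with an interval of 9.44 to 14.34. Myf5 (ENSMUSG00000000435, chromosome 10, 107482908 to 107486134) had 8527 UMIs in iMPC and 0 in MEF, which made it at least 1463-fold higher against a floor of 3 counts (lower limit of the log2 ratio 10.22 by the exact 95% interval). Myod1 (ENSMUSG00000009471, chromosome 7, 46376474 to 46379099) stood at 158 CPM against 0.0812 CPM from 9 UMIs, a log2 ratio of 10.92 (10.00 to 12.05). The Myod1 counts do not separate the introduced gene from the cells' own. Myog (ENSMUSG00000026459, chromosome 1, 134289989 to 134292548) stood at 560 CPM against 0.0541 CPM, a log2 ratio of 13.34 (12.21 to 14.78). Mymk had a log2 ratio of 13.59 (11.74 to 16.64) and Myh3 of 13.73 (12.60 to 15.17). Ckm, with 0 UMIs in MEF, was at least 3538-fold higher in iMPC against the same floor (lower limit of the log2 ratio 11.49). With the mean over cells of each cell's own CPM, Myh3 fell to 11.75 and Ckm to 11.08. Both lie under the lower limits given here, and each gene moved under only this 1 of 9 alternatives.

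Genes of a fixed fibroblast list were compared in the same way. Their median log2 ratio was -2.33, and 10 of the 12 genes were lower in iMPC. The alternative that moved this median most, the mean over cells of each cell's own CPM, gave -2.10. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) stood at 80.1 CPM in iMPC and 2302 CPM in MEF, a log2 ratio of -4.84 (-4.87 to -4.82). Log2 ratios were -4.18 for Twist2, -3.63 for Pdgfra and -2.36 for Thy1. Col3a1 differed less, at 511 CPM in iMPC and 713 CPM in MEF, a log2 ratio of -0.48 (-0.49 to -0.47). Of 9 alternatives, 6 moved the Col3a1 ratio and 0 reversed it. The mean over cells of each cell's own CPM gave -0.13. The remaining 2 genes were slightly higher in iMPC, with log2 ratios of 0.08 for Col6a3 and 0.25 for Prrx1. Scaling by the median of gene ratios in place of the library total raised all log2 ratios by 0.19, a shift larger than the Col6a3 difference. Ribosomal protein genes took 28.7% of the UMIs in iMPC and 20.2% in MEF.

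**Figure D2:**
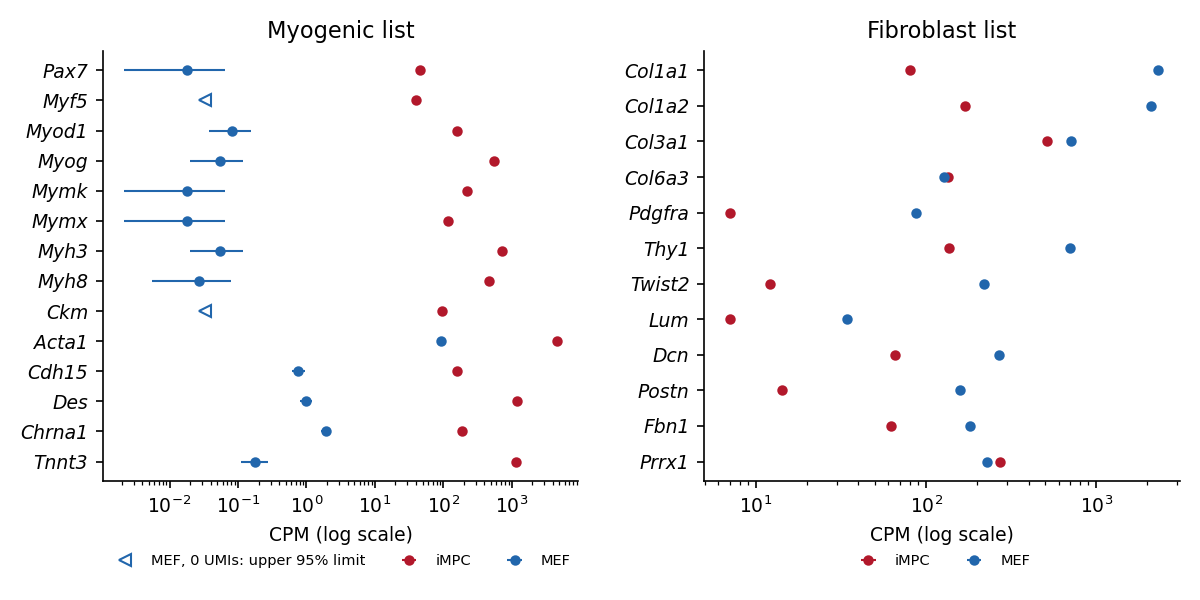
CPM on a log scale in iMPC (red) and MEF (blue) for the genes of the myogenic list (left) and the fibroblast list (right), 1 library each. Bars are exact 95% Poisson intervals, mostly smaller than the points, and open triangles mark the upper limit of genes with 0 UMIs. All 14 myogenic genes lie higher in iMPC and 10 of the 12 fibroblast genes lie lower.

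Among 3313 genes with at least 50 CPM in the higher library, those with the largest ratios were ranked by a fixed rule. Towards iMPC these were Car3, Tnnc2, Myh8, Ttn, Myh3, Myl1, Mymk, Actc1, Csrp3 and Myog. Car3 had 813 CPM in iMPC and 1 UMI in MEF, a log2 ratio of 16.46 with an interval of 13.98 to 21.76. The last of the 10, Myog, had the log2 ratio of 13.34 given above, and as the 10 genes had between 1 and 30 MEF UMIs each, the order within this group rests on few UMIs. Towards MEF these were Gpr149, Ctla2a, Gm2115, Aspn, Il1rl1, Perp, Lrrc15, Fbln5, Thbs1 and Slit3. Gpr149 had 58.6 CPM in MEF and 2 UMIs in iMPC, a log2 ratio of -12.62 (-15.67 to -10.77). Slit3, the last of these, had a log2 ratio of -6.97 (-7.13 to -6.81). With a minimum of 10 CPM, 13 of the 20 genes stayed among the named ones. The cycling genes were higher in iMPC, with log2 ratios of 2.18 for Mki67 (2.11 to 2.24) and 2.52 for Top2a (2.48 to 2.57).

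The series names the cell types and differentiation trajectories of the iMPC culture as its subject. Each cell was therefore thinned to 5000 UMIs, which left out 0 iMPC cells and 254 MEF cells, and the share of cells with a UMI of each stage's gene was counted. A Pax7 UMI was found in 20.9% of iMPC cells (20.02% to 21.7%), a Myod1 UMI in 38.4% (37.4% to 39.4%), a Myog UMI in 40.4% (39.4% to 41.5%) and a Myh3 UMI in 34.4% (33.5% to 35.4%). Without thinning, at a median of 20413 UMIs, the shares were 47.8%, 63.6%, 60.3% and 57.7%, so none of these values is a share of expressing cells. In MEF cells thinned alike the shares were 0.0183% for Pax7, 0.0548% for Myod1, 0.0366% for Myog and 0.0366% for Myh3. Unthinned MEF cells, at a median of 18758.5 UMIs, gave 0.0349%, 0.157%, 0.105% and 0.105%. In iMPC cells of fibroblast-like clusters (median 15998.5 UMIs before thinning), a Myod1 UMI was found in 13.1%, a Myog UMI in 11.3% and a Myh3 UMI in 15.8%. In satellite cell-like cells (median 14916.5 UMIs before thinning), 16.0% had a Myh3 UMI, close to the share in fibroblast-like cells. How much of these shares came from free RNA within the droplets is not known. For Pax7 the lowest named class was the myocyte-like one, with 1.55% (1.02% to 2.25%) at a median of 35053 UMIs before thinning. Mki67 UMIs were found in 22.8% of iMPC and 5.21% of MEF cells (38.3% and 9.77% without thinning).

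**Figure D3:**
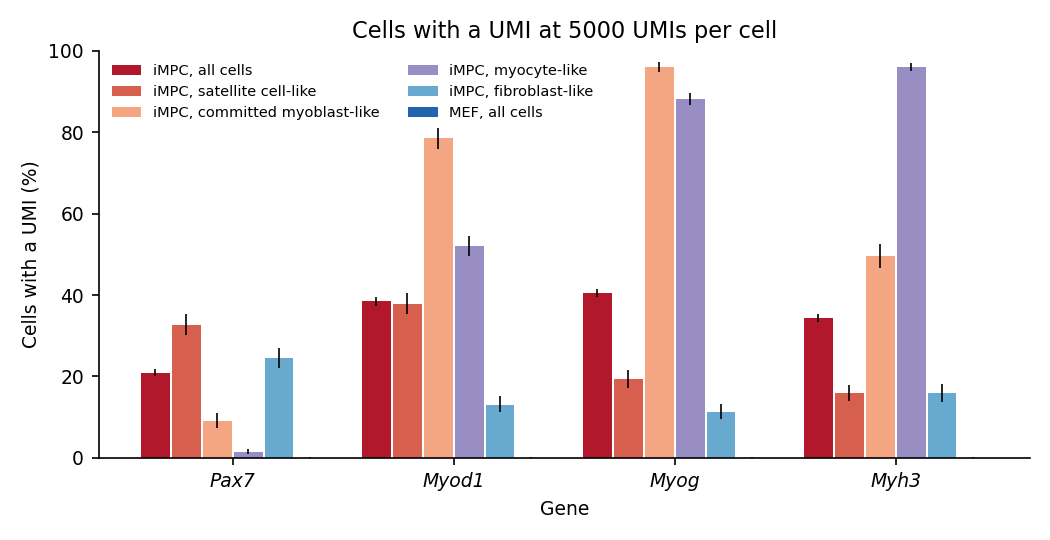
Share of cells with at least 1 UMI of Pax7, Myod1, Myog and Myh3 after thinning every cell to 5000 UMIs, for all iMPC cells, 4 named iMPC classes and all MEF cells. Bars are shares with exact 95% binomial intervals. MEF shares are at most 0.0548% and do not show at this scale, and Pax7 is found in 24.5% of fibroblast-like but 1.55% of myocyte-like cells.

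Whether the stem cell gene and the differentiation gene fell in the same cells was asked next. Of 8931 thinned cells, 373 had UMIs of both Pax7 and Myog, against 753 if the genes were independent. The log2 odds ratio was -1.76 (exact conditional interval -1.94 to -1.58). Requiring at least 2 UMIs of each gene moved it most, to -3.57. Pax7 and Myf5 were found together more often than by independence, with a log2 odds ratio of 0.99 (0.81 to 1.17), and Myog and Myh3 likewise, at 2.94 (2.80 to 3.08). Myod1 went with Myog, at 1.95 (1.82 to 2.08). Myf5 and Myod1 gave -0.54 (-0.71 to -0.36), but 0.22 without thinning, so no direction is given for this pair.

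Cells with a Pax7 UMI and no Myog UMI numbered 1490, and cells with a Myog UMI and no Pax7 UMI numbered 3238. A Mki67 UMI was found in 33.6% of the former (31.2% to 36.1%) and 12.9% of the latter (11.8% to 14.1%), a difference of 20.7 percentage points (29.0 without thinning). The share was 28.7% (24.1% to 33.6%) in cells with both UMIs and 26.3% (24.9% to 27.7%) in cells with neither, so much of the difference lay in a low share in Myog-positive cells. For Top2a the shares were 47.4% and 21.9%, with 47.5% for both and 37.4% for neither. When cells were grouped by cluster name, a Mki67 UMI was found in 6.68% of satellite cell-like, 17.5% of committed myoblast-like and 47.7% of unnamed cells. The share was 1.44% in myocyte-like and 3.40% in fibroblast-like cells. The unnamed cells included 2 clusters led by cell cycle genes, left unnamed by a tie. A Pax7 UMI was found in 32.2% and 32.4% of their cells, against 32.7% of satellite cell-like cells. The low Mki67 share of satellite cell-like cells therefore depended on how these clusters were named. Genes were also compared between cells with a Pax7 UMI and no Myog UMI and cells with the reverse. Those with the largest CPM ratio towards Pax7-positive cells were Islr, Notch3, Nqo1, Pdgfrb and Apoe. Their log2 ratios ran from 2.67 for Islr (2.56 to 2.78) to 2.59 for Apoe (2.52 to 2.67), a range no wider than these intervals. Towards Myog-positive cells they were Lmod2, Casq2, Cav3, Myh1 and Lmod3, from -6.41 for Lmod2 (-6.94 to -5.93) to -5.64 for Lmod3 (-5.95 to -5.34). The choice of these names depended on the level required: with a minimum of 10 CPM, 1 of the 10 was kept. The Pax7-positive cells were also mixed. Of all 1863 cells with a Pax7 UMI, with or without Myog, 451 were satellite cell-like, 295 fibroblast-like and 994 unnamed. Another 96 were committed myoblast-like and 27 myocyte-like. The genes named towards Pax7-positive cells need not be genes of satellite cell-like cells.

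The iMPC cells fell into 11 clusters, computed with all marker genes left out and named from fixed marker lists. Names were rebuilt here and may differ from the study's own. The rule that turned markers into names was set after the markers' values in a trial clustering had been seen, and it left 3 clusters with 39.7% of the cells unnamed because 2 classes tied. Of the cells, 15.4% (14.7% to 16.2%) were satellite cell-like, 11.8% (11.2% to 12.5%) committed myoblast-like, 19.5% (18.7% to 20.3%) myocyte-like and 13.5% (12.8% to 14.2%) fibroblast-like. The tied clusters were 2 with 30.7% of cells, which met 5 of 10 satellite cell markers and 2 of 4 neuron markers and were led by cell cycle genes, and 1 with 8.98%, which met all fibroblast and all smooth muscle markers. If a class meeting under 3 markers could not tie, the satellite cell-like share was 46.2% in place of 15.4%. Over all 11 alternatives it ranged from 14.4% to 46.2%, and the fibroblast-like share from 0.898% to 24.7%. The committed myoblast-like share ranged from 10.8% to 14.7% and the myocyte-like share from 14.7% to 21.2%. The smallest myocyte-like cluster, with 125 cells, had the immune gene Cxcl10 and the stress gene Gadd45b among its 10 leading genes.

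**Figure D4:**
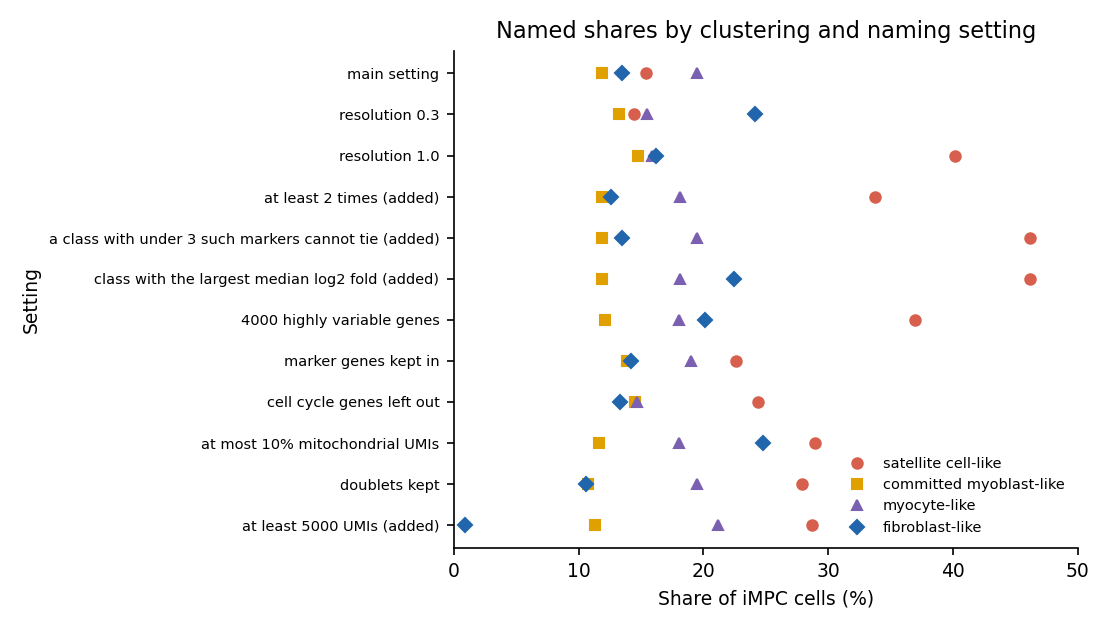
Share of iMPC cells in each named class (points, in percent) under the main setting and 11 alternatives, where those marked as added were chosen after the data had been seen. The satellite cell-like share (circles) runs from 14.4% to 46.2%, and the committed myoblast-like share (squares) from 10.8% to 14.7%.

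The order of stages was followed by diffusion pseudotime over the 4177 cells of the 3 myogenic names. The mean pseudotime rank of a gene's UMIs (0 to 1) was 0.265 for Pax7, 0.593 for Myod1, 0.660 for Myog and 0.818 for Myh3, against 0.621 for the UMIs of all genes. The order of the 4 genes was the same under all 9 alternatives. The cells were chosen and the root was set by classes whose marker lists include these genes, so the early place of Pax7 was largely fixed by that choice. The distance between Myod1 and Myog was the smallest of the 3 steps in this setting. Over 20 bins of 208 or 209 cells, thinned to 5000 UMIs, Pax7 was highest in bin 4 at 112 CPM (92.6 to 134), Myod1 in bin 10 at 481 CPM (440 to 525), Myog in bin 12 at 2571 CPM (2475 to 2670) and Myh3 in bin 19 at 2478 CPM (2384 to 2576). Myog fell to 414 CPM in bin 20. Only the Myog peak stood clear of all other bins. Intervals overlapped that of the peak in bins 2 to 6 for Pax7, 10 to 12 for Myod1 and 16 to 20 for Myh3, so these peaks are approximate. Mki67 was also highest in bin 10, at 131 CPM (110 to 155), so the place of the Myod1 peak cannot be separated from cycling cells. In bin 12, Myod1 was still at 429 CPM with Mki67 at 4.78 CPM. The 2 tied clusters led by cell cycle genes were left out of this pseudotime order. With them included, the mean ranks were 0.303, 0.615, 0.772 and 0.881, and the smallest step was that between Myog and Myh3.

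**Figure D5:**
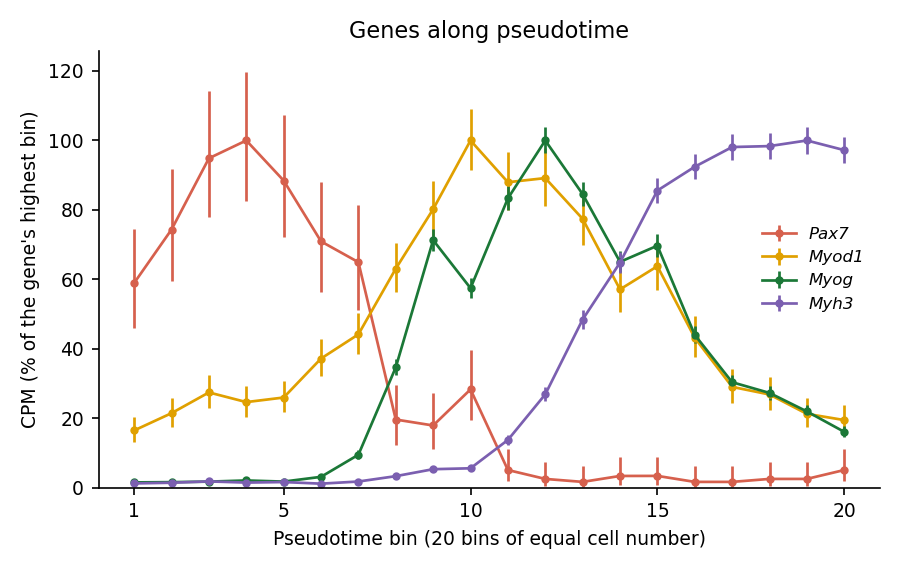
CPM of Pax7, Myod1, Myog and Myh3, as a percentage of each gene's highest bin, over 20 pseudotime bins of equal cell number with cells thinned to 5000 UMIs. Bars are exact 95% Poisson intervals for counting error only, and the highest bins are 4, 10, 12 and 19. Bars at the highest bins of Pax7, Myod1 and Myh3 overlap those of nearby bins.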

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

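The comparison with the second set of barcodes in this part was chosen after the plot of UMIs per barcode had been seen, and its prediction was written before its values were computed. The other 2 tests were written before their ratios were computed but after levels of several muscle and fibroblast genes in these barcodes and in clusters had been seen. They were first read from barcodes of 1 to 100 UMIs alone, in favour of an equal release, and that reading was withdrawn after the second set contradicted it.

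Muscle transcripts were found in iMPC barcodes that held no cell. These barcodes formed no group of a comparison and served only as profiles of free RNA. In barcodes of 1 to 100 UMIs, Mylpf stood at 5003 CPM (4956 to 5050) from 43830 UMIs, where a count of 0 would allow 0.342 CPM. The kept cells held Mylpf at 4863 CPM. Barcodes read with errors, and so holding UMIs of cells, are one technical candidate explanation. The myocyte markers stood in the barcodes of 200 to 600 UMIs at a median of 1.58 times their level in the smaller ones, but that does not bear on the smaller ones, which hold the marker lists at median ratios of 0.670 to 1.34 to cells. By the prediction as written, the value would have counted against misreading, and that reading was withdrawn after the value had been seen. For these barcodes, UMIs misread from cells and free RNA cannot be told apart. Whether the RNA came from all cells alike or mainly from myocyte-like cells cannot be told apart, because the 2 sets of barcodes disagree. In barcodes of 1 to 100 UMIs the myocyte markers' level relative to cells was 0.674 times that of the fibroblast markers, close to the limit set for an equal release. In barcodes of 200 to 600 UMIs it was 3.61 times that of the fibroblast markers and nearly as far above that of the satellite cell markers. The second set has more UMIs per barcode and may be the better picture of empty droplets, but it was chosen late. No biological explanation was tested. For the values of the report this limits Myog and Myh3 in single cells, where free RNA may set a background, more than Pax7.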

How the results depend on the processing

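Of the alternatives to the results that answer a comparison, 69 left the value the same and 60 moved it. Most of them concern shares of cells with a UMI, cluster shares or sets of named genes, which have no direction to reverse. Reversal was an outcome only for the list medians, the Pax7 and Myog odds ratio, the Mki67 difference and the pseudotime order. None of these reversed. A value was taken as the same within its counting interval. For the list medians, the medians of the genes' lower and upper limits were used instead. In the myogenic list these ran from 10.52 to 14.56, so staying the same says little there. A set of named genes was the same when the number kept was within 1.5 times the main number. The order along pseudotime was the same when all steps were kept. Among single genes and gene pairs, 150 stayed, 55 moved and 1 reversed. Except for genes with few MEF UMIs, counting intervals at this depth are narrow, so a small shift counts as moved. The naming rules other than the main one, clusters from cells of at least 5000 UMIs, 3 of the 9 pseudotime alternatives and the second free RNA profile were chosen after seeing the data. Causes were not tested unless stated.

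The myogenic median moved under 1 alternative, to 7.71, by construction, since only 5 genes had at least 10 counts in both libraries. The fibroblast median moved to -2.14 when scaled by the median of gene ratios, to -2.10 with the mean of each cell's own CPM, to -2.19 with a total without mitochondrial and ribosomal protein genes, to -2.39 with the free RNA of barcodes of 1 to 100 UMIs subtracted and to -2.26 with that of the larger barcodes. With at least 10 CPM, 13 of 20 genes named between libraries were kept. Of the 10 named between Pax7-positive and Myog-positive cells, 1 was kept with at least 10 CPM, 6 with doublets kept and 8 with thinned counts.

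Shares of cells with a UMI followed depth, by construction. For Pax7, Myod1, Myog and Myh3 they were 9.95%, 21.3%, 29.8% and 25.3% at 2000 UMIs, 47.8%, 63.6%, 60.3% and 57.7% without thinning, and 5.14%, 19.1%, 28.7% and 22.5% with at least 2 UMIs. With doublets kept, Myog rose to 41.6% and Myh3 to 35.5%. The order of the 4 shares therefore depends on depth, with Myod1 above Myog only without thinning. The log2 odds ratio of Pax7 and Myog was -2.10 at 2000 UMIs, -1.22 without thinning and -3.57 with at least 2 UMIs. That of Myf5 and Myod1 reversed to 0.22 without thinning. The Mki67 difference was 13.5 points at 2000 UMIs and 29.0 without thinning. Thinning leaves out cells under 5000 UMIs, so for thinned shares the 500 UMI and 5000 UMI thresholds differ only through doublet calls.

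Cluster shares also depended on the processing, and the satellite cell-like share moved under all 11 alternatives. In the order satellite cell-like, committed myoblast-like, myocyte-like and fibroblast-like, the shares were 14.4%, 13.2%, 15.5% and 24.2% at resolution 0.3 and 40.2%, 14.7%, 15.8% and 16.2% at resolution 1.0. With 4000 variable genes satellite cell-like was 36.9%, myocyte-like 18.0% and fibroblast-like 20.1%. With marker genes kept in, satellite cell-like was 22.6% and committed myoblast-like 13.8%. Without cell cycle genes these were 24.3% and 14.5%, and myocyte-like was 14.7%. With at most 10% mitochondrial UMIs, satellite cell-like was 29.0%, myocyte-like 18.0% and fibroblast-like 24.7%. With doublets kept, satellite cell-like was 27.9%, committed myoblast-like 10.8% and fibroblast-like 10.6%. With cells of at least 5000 UMIs, satellite cell-like was 28.7%, myocyte-like 21.2% and fibroblast-like 0.898%. Among naming rules on the same clusters, markers at least 2 times higher gave 33.8% satellite cell-like, 18.1% myocyte-like and 12.6% fibroblast-like. The rule that a class with under 3 markers cannot tie gave 46.2% satellite cell-like. The largest median log2 fold gave 46.2% satellite cell-like, 18.1% myocyte-like and 22.5% fibroblast-like. Since the naming rules act on the same clusters, ties in naming account for the step from 15.4% to 46.2%. The main share lies near the low end of the range for this class.

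The order of Pax7, Myod1, Myog and Myh3 along pseudotime, with all 3 steps rising, held under all 9 alternatives. All of them took cells and a starting class from names that rest on lists including these genes, so the early place of Pax7 was largely fixed by construction and its stability says little. Which step was smallest changed when the tied clusters were included.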

Other observations

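In this part, the tests of free RNA against Pax7 in fibroblast-like cells and against cells with both Pax7 and Myog, and the controls of the Hox gene test with the demand that all of them stay apart, were chosen after the result was seen. The other tests were written before their own values were computed, but after the patterns had been found in a trial clustering. That trial had shown the share of MEF cells without Y-linked UMIs, the Hox genes per iMPC cluster and in MEF as a whole, and Fgfr4 and Cdh15 in fibroblast-like cells. All patterns here are hypotheses.

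Pax7 UMIs were found in 24.5% of iMPC fibroblast-like cells (22.1% to 27.0%) at 5000 UMIs per cell. The larger of the 2 fibroblast-like clusters had 26.2% and the smaller 1.20% (0.0305% to 6.53%). The unnamed cluster that met all fibroblast and all smooth muscle markers had 13.3% (11.1% to 15.9%). The larger cluster met only 6 of 10 fibroblast markers, without Col1a1, Dcn, Lum and Postn, and the fibroblast-like share fell to 0.898% when clusters were made from cells of at least 5000 UMIs, so whether its cells are fibroblast-like is itself uncertain. Equal free RNA per droplet gives shallower cells a larger share after thinning, and from depth alone a ratio of 1.88 between fibroblast-like and myocyte-like cells would be expected, an estimate added after the test. The share in fibroblast-like cells was 15.8 times that in myocyte-like cells (9.82 times between the nearest limits), which argues against it as the whole cause. Doublets with satellite cell-like cells would be deep, but the larger cluster had a median of 15703 UMIs, against 14916.5 in satellite cell-like cells. Pax7 stood at 65.3 CPM in the larger cluster and 88.6 CPM in satellite cell-like cells, so doublets would have to be most of its cells. This reading, added after the test, argues against doublets as the whole cause. Satellite cell-like cells placed in this cluster, or some doublets with them, cannot be told apart from expression in fibroblast-like cells. Over 87 other genes at least 10 times higher in satellite cell-like cells than in MEF, the median level in fibroblast-like cells was 0.634 of the satellite cell-like level, 0.935 times the fraction of Pax7, which goes with such cells and is what had been predicted for them. The quartiles of 0.322 and 0.920, and fractions of 0.209 for Fgfr4 and 0.298 for Cdh15, go against a uniform admixture, and for that reason the question was left open after the values were seen. A partly converted state may also explain it and was not tested.

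Cells with UMIs of both Pax7 and Myog numbered 373. Droplets that held 2 cells would be deep, but these cells had a median of 19893 UMIs before thinning, 0.793 times that of the Myog-positive cells, which argues against doublets as the whole cause. Doublet removal had come first, so this speaks only of doublets that remained. A Myog UMI was found in 20.02% of Pax7-positive cells (18.2% to 21.9%), 1.78 times the share of 11.3% in fibroblast-like cells. That share may hold more than free RNA and is then a high estimate of it, so free RNA may account for part but is unlikely to account for all. A passing stage between the 2 states stays open as a hypothesis and was not tested.

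Among 3845 MEF cells with at least 15000 UMIs, 23.1% (21.8% to 24.5%) had no UMI of the Y-linked genes Ddx3y, Uty, Eif2s3y and Kdm5d. Over 1000 sets of genes of like level, 1 had as large a share, with a median of 7.93%, and the highest set reached 23.4%. The limit, written before the sets were drawn, was the highest set. By that limit sampling of lowly expressed genes was not excluded, but the value lies at the very edge. Such sets also hold genes that differ between cells, so they are a lenient comparison. The 4 Y-linked genes stood at 124 CPM in MEF. At that level and at least 15000 UMIs per cell, sampling alone would leave a smaller share without a UMI than was seen. This estimate, added after the test, argues against sampling as the whole cause in MEF. In iMPC, 10.99% of cells of that depth lacked these UMIs, and 247 sets reached that. A MEF culture from embryos of both sexes is a candidate explanation for the MEF value and was not tested, as Xist was not analysed here.

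The smaller fibroblast-like cluster of iMPC, with 83 cells, held 6 posterior Hox genes (Hoxb7, Hoxb8, Hoxb9, Hoxc6, Hoxc8 and Hoxc9) at a summed 8.22 CPM, against 104 CPM in the larger one. When Hox genes were left out of the clustering, 100% of its cells joined the larger cluster. Only 2 of the genes that formed the clusters were Hox genes, and when as many other genes were left out at random, the cluster stayed apart in 9 of 10 runs. A merger thus also happened once without Hox genes being touched, and whether these genes formed the cluster cannot be told apart from chance. In MEF, clustered without Hox genes, the same sum ran from 97.4 to 608 CPM over 9 clusters, a ratio of 0.160, which is consistent with fibroblasts of several body positions in that culture. Clusters of another cell type or state would give such a range as well, and this was not tested.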
